A study of Mus musculus with 6 samples. Its data were reported in "A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression" (2022).

How the data were processed

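Lung fibroblasts were isolated from mice of both genotypes, with tissue of several males and females digested together, and grown to passage 2, and total RNA was amplified, biotin-labelled and hybridised to Clariom D mouse arrays, with 1 array per sample. Groups were taken from the genotype in the sample labels, with 3 arrays from LFB WT/WT and 3 from LFBΔ/Δ, and replicate numbers from the sample titles.

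The values analysed were the authors' deposited log2 values, which the authors made from the scanner files by robust multi-array averaging (RMA: background correction, quantile normalisation across arrays and a summary per transcript cluster) with default parameters of the Transcriptome Analysis Console. The version of the array annotation was not given in the sources used here. Quantile normalisation makes the arrays alike in their distribution, so a change in total RNA per cell cannot be seen. Values reached 18.88, and between 458 and 527 clusters per array were above 16, the log2 ceiling of a 16-bit scanner. The deposited scale is thus not that of plain scanner intensity, and folds hold on the deposited scale, which may be stretched or compressed against RNA amounts. RNA abundance cannot be compared between different genes from these levels. All arrays were kept, and every column of the value table was used.

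Clusters were named from the platform's gene annotation, with symbols updated through a RefSeq gene table of assembly GRCm38.p6, used only for names and for the order of neighbouring genes. Of 65956 clusters 31087 had 1 gene symbol, 1663 had several and 33206 had none, and no gene was named from a cluster with several. A gene with more than 1 such cluster (423 genes) was represented by the brightest over all 6 arrays. Of these 423 genes 0 had clusters called in opposite directions, and 25 had some clusters called and others not. Of the called clusters 1101 had no single gene.

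Each cluster was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term. P-values were adjusted by Benjamini and Hochberg over all clusters, and a cluster or gene was called at an adjusted p of at most 0.05 and a fold change above 1.5, the thresholds given in the study's methods. The array section of the methods names no test and the general statistics name Student's t-test for 2 groups. The limma test was chosen before the data were examined, as it pools variances across clusters, with Student's t-test as an alternative. Standard errors (s.e.) are the moderated ones of limma, and SDs are over the 3 arrays of a group. The median log2 change over all clusters was 0.00.

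The 32 gene lists covered collagen chains, collagen enzymes, matrix glycoproteins, matrix proteases, fibroblast activation, ATF4 targets, serine, glycine and one-carbon enzymes, proline enzymes, amino acid transporters, tRNA synthetases, chaperones of the unfolded protein response, angiogenic factors, TGF-beta signalling, proliferation, p53 targets, NRF2 targets, glycolysis, cholesterol synthesis, interferon response, inflammation, immediate-early genes, lung mesenchyme, and markers of epithelial, endothelial, leukocyte, mesothelial and cartilage or nerve sheath cells and of sex. Of the 32 lists, 4 were those the study used for its stress signature and for vascular CAFs, matrix CAFs and mural cells. All lists, the rule for the genes to name and the planned settings were fixed before the data were examined. Lists were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated one, adjusted over the lists, and members were counted by the calls over all clusters and by calls adjusted over the list alone. Lists share members, for example 8 between ATF4 targets and amino acid transporters, 8 between matrix glycoproteins and matrix CAF markers, and 3 between epithelial and mesothelial markers. The 100 called genes with the largest fall were tested for each list by a one-sided Fisher's exact test against all 30562 named genes.

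Named genes were Atf4, 16 genes that the study names for these cells, their secretome or, for Acta2 and Fap, fibroblasts of tumours, the 10 largest rises and the 10 largest falls among called genes with separated groups and a level at or above the median cluster in the higher group, and up to 4 called members of each list with the largest change, or with none called the 2 with the smallest p. This gave 127 genes. The few genes named outside this rule are marked as picked out after their values had been seen. This also holds for Ptprc, Msln, Wt1 and the other neighbours of Atf4, which are plotted only.

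The procedure was tested on simulated arrays with 200 of 65956 clusters changed. Recovery was counted at the adjusted p threshold alone, without the fold threshold that calls in the data also needed. It was 62.7% for the clusters changed 1.5-fold, 85.1% for those changed 2-fold and 98.5% for those changed 4-fold. All recovered clusters had the right sign, and 4 unchanged clusters were called. Of 29 unshifted lists 0 were called in the simulation, where genes were independent, and the 1 shifted list was called.

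Other settings tried were the replicate number as a block, a filter on dim clusters, clusters with 1 gene only, quantile normalisation again, centring on array medians, a variance trend with a robust fit, array weights, Student's t-test, a test against a fold change of 1.5, no fold threshold, the mean of all clusters of a gene, an estimated correlation, other sizes, rankings and backgrounds for the most lowered genes, and leaving out each array in turn. The leukocyte mean as a covariate and the most lowered genes without mesothelial markers were added after the results had been seen.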

Results

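RNA was profiled in cultured lung fibroblasts (LFBs) of mice with intact Atf4 (LFB WT/WT) and of mice with deleted Atf4 (LFBΔ/Δ), with 3 arrays in each group. Atf4 encodes a transcription factor of the integrated stress response, which raises amino acid synthesis and transport genes when translation is restrained. All cultures were at passage 2, and the labels describe every culture as coming from both sexes. The arrays measured 65956 transcript clusters, each a set of probes summarised as one value, and 30562 genes were represented by a cluster that names a single gene. Array medians lay between 4.87 and 4.91 on the log2 scale. Correlations of arrays over all clusters were 0.997 to 0.998 within a group and 0.988 to 0.993 between groups. The first principal component held 72.8% of the variance and separated the genotypes, and the second held 9.39%. The study's methods describe lung tissue of several mice, males and females, digested together. Neither they nor the labels, which call the replicates biological, say whether each replicate was a separate pool of animals, so p-values measure the spread between these cultures, and the number of arrays limits the precision.

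The comparison of LFBΔ/Δ with LFB WT/WT asked which transcripts of lung fibroblasts depend on Atf4, with collagen and activation genes as the study's main interest. LFBΔ/Δ had less RNA of type I and type III collagen and of many other matrix genes, of 20 of 40 known ATF4 targets, and of the chemokine Cxcl12. Col1a1, a chain of type I collagen, was at 16.91 ± 0.10 in LFB WT/WT and 14.69 ± 0.64 in LFBΔ/Δ (mean log2 value ± SD, n = 3 each), which is 4.65-fold lower. Genes of macrophages and other leukocytes were higher in the same LFBΔ/Δ arrays, with a median of 5.51-fold over the list of leukocyte markers, and mesothelial markers were lower, with a median of 3.07-fold. Of all clusters, 3199 passed the threshold (limma, adjusted p of at most 0.05 and a fold change above 1.5), 1504 of them higher and 1695 lower in LFBΔ/Δ. Of the named genes 2079 passed, 1178 higher and 901 lower, and in all 2079 the values of one group lay outside the range of the other. With 3 arrays per group this nearly follows from the threshold itself and is no separate support. Over all clusters 30.1% were separated in this way, where chance gives 10%. Changes above 4-fold were seen in 213 genes that rose and 80 that fell.

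Atf4 itself fell 2.32-fold, from 8.78 ± 0.15 to 7.57 ± 0.14 (n = 3 each), with an adjusted p of 0.000497 in limma. The 3 LFB WT/WT arrays had values of 8.67, 8.95 and 8.73, and the 3 LFBΔ/Δ arrays 7.73, 7.49 and 7.48, so each array matched its genotype label. Which part of Atf4 the probes cover was not examined, and RNA outside a deleted part would still be measured. The study deleted Atf4 with a tamoxifen-inducible Cre and grew the fibroblasts with hydroxytamoxifen. It describes the deletion in mice as efficient but incomplete, so cells that kept Atf4 could also add RNA. Their share in these cultures was not examined. Of 16 other genes that the study names for these cells or their secretome or, in the case of Acta2 and Fap, for the fibroblasts of tumours, 15 were measured by a cluster of their own, and Pycr1 was not. Col1a1, Col1a2, Pdgfrb, Asns, Aldh18a1, Cxcl12 and Ccn3 fell, and the others did not pass. In a test that does not pool variances across clusters, Col1a1 and Ccn3 no longer passed (adjusted p of 0.0638 and 0.0798), and Ccn3 did not pass against a fold change of 1.5 either (0.201). Acta2, the smooth muscle actin of myofibroblasts, was at 17.68 ± 0.08 and 17.68 ± 0.15 in the 2 genotypes. Fap, a surface protease of activated fibroblasts, had a log2 difference of −0.71 with an adjusted p of 0.0653, and without replicate 3 of LFBΔ/Δ it passed at −0.90 with an adjusted p of 0.0287, as it did after a filter on dim clusters (0.043). Igfbp2 had a log2 difference of −0.39 and an adjusted p of 0.23. For the secretome the study measured protein in conditioned medium, and for Smad3 it measured protein in cells treated with TGF-beta. The RNA values here do not test those protein results.

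**Figure D1:**
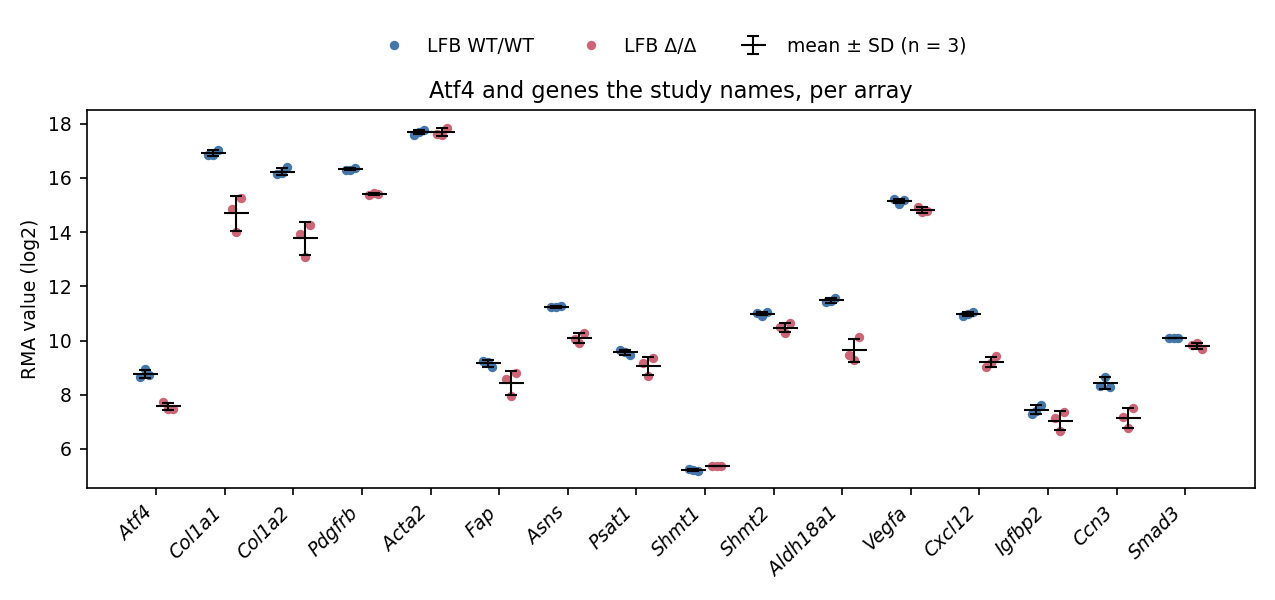
Log2 expression values (vertical axis) of Atf4 and 15 genes that the study names (horizontal axis), with a point for each array and a bar for the mean ± SD of 3 arrays per genotype. Col1a1 and Col1a2 lay near 16 to 17 in LFB WT/WT and near 13 to 15 in LFBΔ/Δ, whereas Acta2 stayed near 18 in both.

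Some of the collagen genes fell. Of 41 collagen chains measured, 15 fell, 0 rose and 26 did not pass, with a median log2 change of −0.15, and 16 fell when adjusted over the list alone. Col3a1, the chain of type III collagen, fell by 2.55 on the log2 scale (s.e. 0.11) from a level of 16.14 ± 0.14. Col1a2 fell by 2.46 (s.e. 0.27), and Col4a2, a chain of basement membrane collagen, fell by 2.18 (s.e. 0.22). The adjusted p of the list was 3.72e-12 in camera, a test of a gene list against all other genes, with its preset correlation between genes, and adjusted p = 0.142 with an estimated correlation. Many of the chains that did not pass were dim, as the median chain had a level of 5.54 in LFB WT/WT.

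Of 27 enzymes and chaperones that modify, fold or cross-link collagen, 12 fell and 15 did not pass, with the same counts adjusted over the list alone. Adamts3, a procollagen protease, fell by 1.95 on the log2 scale (s.e. 0.14) to 5.08 in LFBΔ/Δ, close to the array medians, so its fall is understated if that level was background. P4ha3, a subunit of a prolyl hydroxylase, fell by 1.86 (s.e. 0.25), and Loxl3, a cross-linking oxidase, fell by 1.55 (s.e. 0.23). The adjusted p of this list was 5.98e-10, and adjusted p = 0.142 with an estimated correlation. Of 48 matrix glycoproteins and proteoglycans, 26 fell, 1 rose and 21 did not pass, again with the same counts adjusted over the list alone. Podn, a small leucine-rich proteoglycan, fell 10-fold from 14.64 ± 0.13 to 11.32 ± 1.07 (a log2 change of −3.32, and of −3.91 without replicate 2 of LFBΔ/Δ), and Fmod, which binds collagen fibrils, fell by 2.68 (s.e. 0.24). Tgfbi, a secreted protein that binds collagen and integrins, was the member that rose, by 9.99-fold (log2 change 3.32, s.e. 0.24). The adjusted p of the glycoprotein list was 6.87e-19, and adjusted p = 0.122 with an estimated correlation.

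Matrix proteases and their inhibitors changed in both directions, as 13 of 35 fell, 6 rose and 16 did not pass, with the same counts adjusted over the list alone. Mmp9, a gelatinase that macrophages also make, rose by 5.17 on the log2 scale (s.e. 0.29), and Plau, the urokinase activator of plasminogen, rose by 2.60 (s.e. 0.24). Adamts15, a protease of proteoglycans, fell by 4.79 (s.e. 0.23), and Plat, the tissue activator of plasminogen, fell by 2.73 (s.e. 0.06). The list was lower in camera with an adjusted p of 0.0077, and adjusted p = 0.142 with an estimated correlation. In the arrays in which these matrix genes differed, the leukocyte markers were 5.51-fold higher in median and the mesothelial markers 3.07-fold lower.

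**Figure D2:**
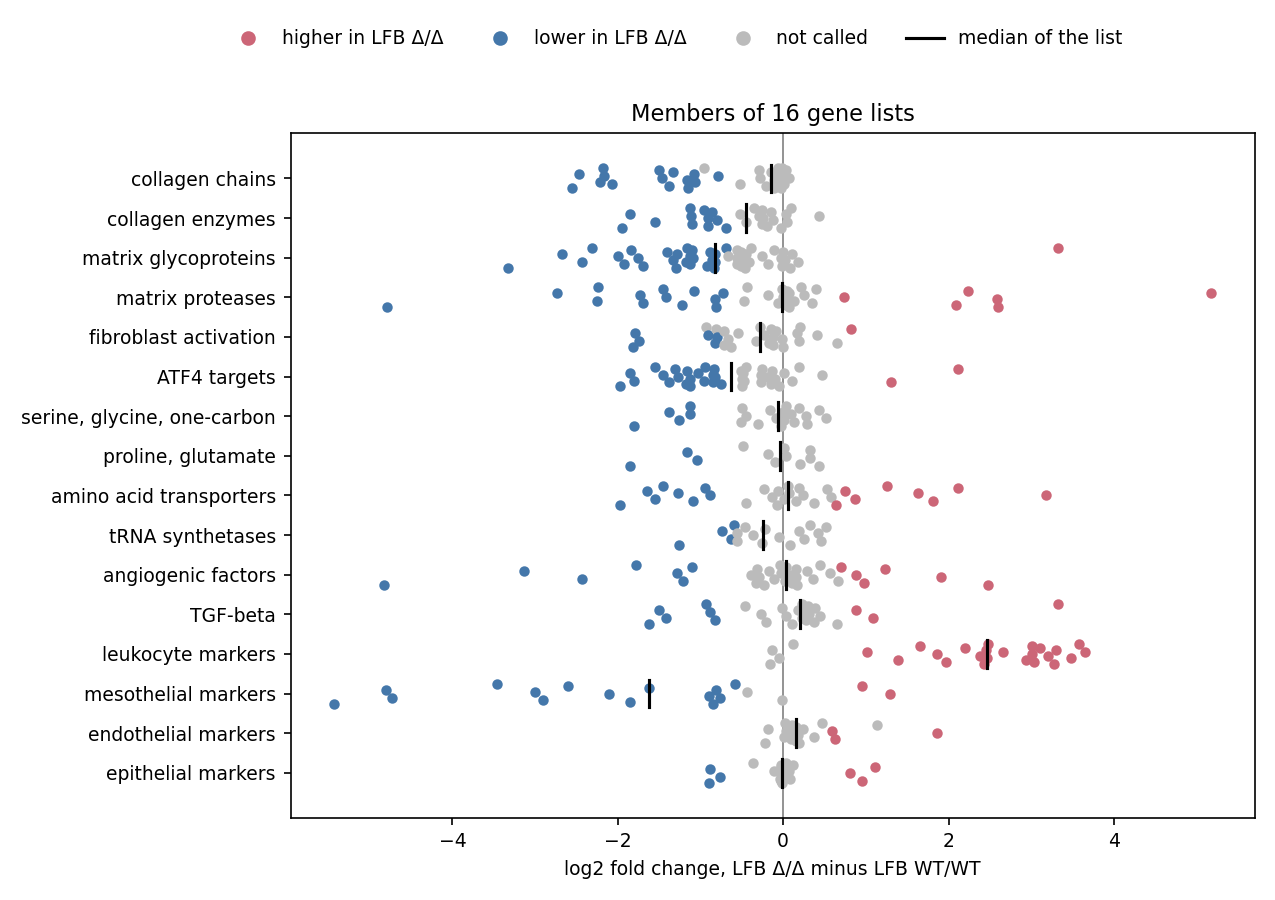
Log2 fold changes of LFBΔ/Δ against LFB WT/WT (horizontal axis) for the members of 16 gene lists (vertical axis), with a point for each gene coloured by whether it passed as higher or lower and a black bar for each median. The leukocyte markers lie to the right with a median of 2.46, and the mesothelial markers to the left with a median of −1.62.

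Fibroblast activation and contractile genes fell in part. Of 29 members, 6 fell, 1 rose and 22 did not pass, and adjusted over the list alone 9 fell and 2 rose. Thy1, a surface protein of fibroblasts, fell by 1.82 on the log2 scale (s.e. 0.17), Itga11, a collagen-binding integrin, fell by 1.79 (s.e. 0.12), and Pdgfrb, the receptor for platelet-derived growth factor, fell by 0.91 (s.e. 0.05). The adjusted p of the list was 0.00047, and adjusted p = 0.376 with an estimated correlation. The 3 lists of markers that the study used for cancer-associated fibroblasts (CAFs) and mural cells, chosen on other samples than these arrays, were also lower. They share genes with the lists above and with each other. Vascular CAF markers share 4 with collagen chains and 6 with mural markers. Matrix CAF markers share 8 with matrix glycoproteins, and mural markers 7 with fibroblast activation. In the same arrays leukocyte markers were 5.51-fold higher in median and mesothelial markers 3.07-fold lower. Of 22 vascular CAF markers 7 fell and 1 rose, or 8 and 1 adjusted over the list alone. Among them Cd248, a stromal and pericyte surface protein, fell 7.22-fold and Sparcl1, a matrix protein, fell by 2.00 on the log2 scale (s.e. 0.18). The vascular CAF list had an adjusted p of 4.88e-08, and adjusted p = 0.142 with an estimated correlation. Of 23 matrix CAF markers 7 fell and 4 rose, with the same counts adjusted over the list alone. Fbln1 and Svep1, both matrix proteins, fell by 2.00 (s.e. 0.11) and by 1.71 (s.e. 0.16), while Bhlhe41, a transcriptional repressor, rose by 1.74 (s.e. 0.18), and the list had an adjusted p of 0.00727, and adjusted p = 0.142 with an estimated correlation.

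Of 41 mural cell markers 8 fell, 2 rose and 31 did not pass, with the same counts adjusted over the list alone. Itga7, a laminin-binding integrin, fell by 2.58 on the log2 scale (s.e. 0.21), and Des, the muscle filament protein desmin, fell by 1.75 (s.e. 0.21). The adjusted p was 0.00014, and adjusted p = 0.246 with an estimated correlation. Among 27 genes of lung mesenchyme and lipofibroblasts 10 fell and 3 rose, or 11 and 3 adjusted over the list alone. Gpc3, a surface proteoglycan, fell by 2.97 (s.e. 0.10) and Itga8, an integrin of lung fibroblasts, by 2.25 (s.e. 0.10), whereas the lipid-handling genes Fabp4 and Lpl rose by 2.23 (s.e. 0.17) and 1.84 (s.e. 0.14). The adjusted p of this list was 0.00331, and adjusted p = 0.34 with an estimated correlation. Fabp4 and Lpl are also expressed by macrophages, and the leukocyte markers were higher in the same arrays by a median of 5.51-fold.

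Many known targets of ATF4 fell in LFBΔ/Δ, as 20 of 40 fell, 2 rose and 18 did not pass, with the same counts adjusted over the list alone. Slc1a4, a carrier of alanine, serine and cysteine, fell by 1.98 on the log2 scale (s.e. 0.06) from 9.95 ± 0.07 to 7.97 ± 0.03. Aldh18a1, which makes the precursor of proline, fell by 1.85 (s.e. 0.20), Aldh1l2, a mitochondrial folate enzyme, fell by 1.80 (s.e. 0.10), and Asns, the asparagine synthetase, fell by 1.16 (s.e. 0.10). Slc7a11, the cystine and glutamate exchanger, went the other way and rose by 2.11 (s.e. 0.25), in arrays where the leukocyte markers were 5.51-fold higher in median. Whether Slc7a11 rose within fibroblasts was not tested. The list had an adjusted p of 9.5e-16, and adjusted p = 0.122 with an estimated correlation. The integrated stress response signature that the study used on other samples had 8 of 31 genes lower and 4 higher, with the same counts adjusted over the list alone, an adjusted p of 0.01, and adjusted p = 0.246 with an estimated correlation. In that signature Nid2, a basement membrane protein, fell by 1.75 (s.e. 0.15), while Tnfrsf11b, a decoy receptor, and Lgals3, a lectin abundant in macrophages, rose by 1.57 (s.e. 0.20) and 1.32 (s.e. 0.12).

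Enzymes of serine, glycine and one-carbon metabolism included 5 of 22 that fell and 17 that did not pass, with the same counts adjusted over the list alone. Besides Aldh1l2, Phgdh, the first enzyme of serine synthesis, fell by 1.38 on the log2 scale (s.e. 0.17) and Mthfd2, a mitochondrial folate enzyme, fell by 1.13 (s.e. 0.13). The study measured the glycine synthesis genes Psat1, Shmt1 and Shmt2 by quantitative PCR in lung fibroblasts and reported them as substantially reduced in LFBΔ/Δ. On the arrays Psat1 and Shmt2 moved less than Phgdh and Mthfd2. Psat1 had a log2 difference of −0.50 with an adjusted p of 0.0953 (−0.64 and 0.0458 without replicate 3 of LFBΔ/Δ, which passed), and Shmt1 of 0.13 with an adjusted p of 0.162. Shmt1 was at 5.23 in LFB WT/WT and 5.36 in LFBΔ/Δ, close to the array medians, so a fall could hardly have been seen. Shmt2 had a difference of −0.51 with an adjusted p of 0.0136, a fold change of 1.42 that is below the threshold of 1.5, and it passed without replicate 3 of LFBΔ/Δ at −0.60. The list had an adjusted p of 0.0182, and adjusted p = 0.267 with an estimated correlation. Of 12 enzymes of proline and glutamate metabolism 3 fell, with the same count adjusted over the list alone, namely Aldh18a1, Asns and Oat, the ornithine aminotransferase, which fell by 1.05 (s.e. 0.08). The list as a whole did not pass, with an adjusted p of 0.131.

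Amino acid transporters split evenly, as 8 of 30 rose, 8 fell and 14 did not pass, with the same counts adjusted over the list alone. Slc7a8, a carrier of neutral amino acids, rose 9.07-fold (log2 change 3.18, s.e. 0.13), and Slc43a2, another such carrier, rose by 1.81 (s.e. 0.20), whereas Slc1a4 and Slc7a5, the main leucine carrier, fell by 1.98 (s.e. 0.06) and 1.55 (s.e. 0.07). Leukocyte markers rose in the same arrays, and which cells gave the rises of Slc7a8 and Slc43a2 was not tested. The list did not pass, with an adjusted p of 0.684, and its median of 0.06 and mean of 0.09 were above 0 where the test's direction was down. Of 18 cytosolic tRNA synthetases 4 fell, with the same count adjusted over the list alone, among them Cars, the cysteinyl enzyme, by 1.27 (s.e. 0.09). That list passed narrowly, with an adjusted p of 0.0458, and adjusted p = 0.52 with an estimated correlation. It no longer passed without replicate 1 or 3 of LFB WT/WT (adjusted p of 0.0536 and 0.0541) or without replicate 2 of LFBΔ/Δ (0.0765), nor after the filter on dim clusters (0.0789).

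Secreted factors linked to angiogenesis changed in both directions. Of 34 members 6 rose, 7 fell and 21 did not pass, and adjusted over the list alone 7 rose and 7 fell. Cxcl12, a chemokine that attracts cells bearing its receptor Cxcr4, fell by 1.78 on the log2 scale (s.e. 0.10), and Vegfd, a growth factor of lymphatic vessels, fell 8.80-fold from 15.91 ± 0.14 to 12.77 ± 0.95. Igfbp3, a carrier of insulin-like growth factors, fell by 4.82 (s.e. 0.18) and Ccn3 by 1.28 (s.e. 0.19). Ccl2, a chemokine for monocytes, rose by 2.48 (s.e. 0.07). Vegfa had a log2 difference of −0.32 and an adjusted p of 0.0289, a fold change of 1.25 that is below the threshold. The list did not pass, with an adjusted p of 0.684, and its median of 0.03 lay above 0 where its mean of −0.19 and the test lay below. In the TGF-beta pathway list 6 of 26 fell and 3 rose, or 6 and 4 adjusted over the list alone, with an adjusted p of 0.715. Its members Id1 and Id3, inhibitors of differentiation that respond to bone morphogenetic proteins, fell by 1.62 (s.e. 0.13) and 1.51 (s.e. 0.07). Smad3, a transducer of the pathway, had a log2 difference of −0.27 and an adjusted p of 0.0403, a fold change of 1.21 that is below the threshold. The study's own results on Vegfa and Smad3 in these cells were on protein, which RNA does not test.

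Markers of leukocytes rose together, as 23 of 27 rose, 0 fell and 4 did not pass, with the same counts adjusted over the list alone. Adgre1, the macrophage antigen F4/80, rose 12.6-fold from 9.91 ± 0.34 to 13.56 ± 0.52, Itgam, an integrin of myeloid cells, rose 11.9-fold, and Csf1r, the receptor that macrophages need to survive, rose 9.81-fold. Markers that are abundant in macrophages were already bright in LFB WT/WT, since Cd68 was at 14.30 ± 0.37 and Lyz2 at 16.92 ± 0.37, and in LFBΔ/Δ they were at 16.73 ± 0.16 and 18.57 ± 0.11 (n = 3 each). Cd68 and Lyz2 were picked out after their values had been seen. The list had an adjusted p of 1.35e-15, and adjusted p = 0.142 with an estimated correlation. Mesothelial markers went down, as 15 of 19 fell, 2 rose and 2 did not pass, with the same counts adjusted over the list alone. Lrrn4, Upk1b and Upk3b, which mark the mesothelium that lines the lung surface, fell by 5.43 (s.e. 0.23), 4.81 (s.e. 0.39) and 4.73 (s.e. 0.33) on the log2 scale, with an adjusted p of 2.81e-11 for the list, and adjusted p = 0.142 with an estimated correlation.

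**Figure D3:**
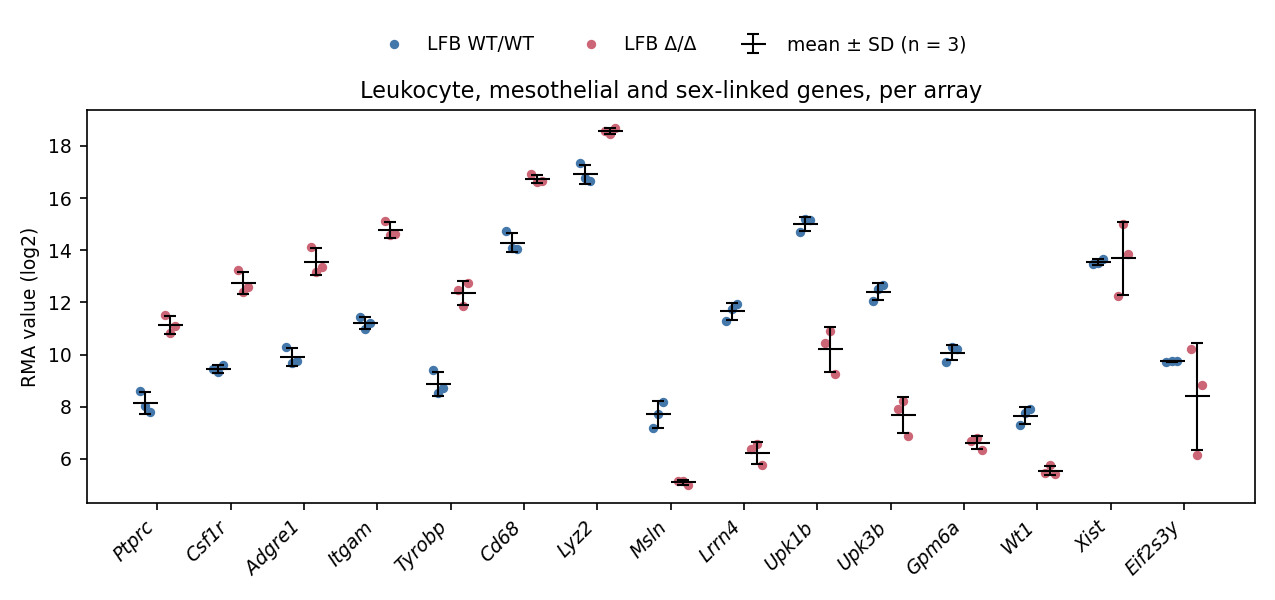
Log2 expression values (vertical axis) of leukocyte, mesothelial and sex-linked genes (horizontal axis), with a point for each array and a bar for the mean ± SD of 3 arrays per genotype. The leukocyte genes were higher and the mesothelial genes lower in every LFBΔ/Δ array than in every LFB WT/WT array, and Xist and Eif2s3y spread widely among the LFBΔ/Δ arrays.

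Of 19 endothelial markers 3 rose and 16 did not pass, and 4 rose adjusted over the list alone. Emcn, a surface glycoprotein of capillary and venous endothelium, rose by 1.86 on the log2 scale (s.e. 0.12) to a level of 7.44 ± 0.21, and the list had an adjusted p of 0.00545, and adjusted p = 0.351 with an estimated correlation. Of 21 lung epithelial markers 3 rose and 3 fell, with the same counts adjusted over the list alone and an adjusted p of 0.533. The adhesion gene Cdh1 rose by 1.12 (s.e. 0.12) from 5.25 in LFB WT/WT. The keratin gene Krt18, which mesothelium also expresses, fell by 0.89 (s.e. 0.13) to 5.20 in LFBΔ/Δ. Both levels were close to the array medians, so these changes are understated if the levels were background. The epithelial list had a median of −0.02 and a mean of 0.00, with a downward test. Of 17 markers of cartilage, nerve sheath and muscle 2 fell, Des and Sox9, with the same count adjusted over the list alone and an adjusted p of 0.695, where the median of 0.04 lay above 0 and the mean of −0.09 and the test below. None of the 5 sex-linked genes passed (0 also adjusted over the list alone, adjusted p of 0.416 for the list), but they differed among the LFBΔ/Δ arrays. Eif2s3y, on the Y chromosome, was at 10.20, 6.16 and 8.85 in the 3 LFBΔ/Δ arrays and between 9.71 and 9.76 in LFB WT/WT, and Xist, expressed from the inactive X chromosome and picked out after its values had been seen, was at 12.24, 14.99 and 13.84 against 13.49 to 13.68. These genes were thus nearly alike among the LFB WT/WT arrays and unlike among the LFBΔ/Δ arrays. If the LFB WT/WT replicates shared a pool of animals, their spread understates that between animals, and p-values would be too small.

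The largest rise on the deposited scale was that of Cacna1i, a subunit of a T-type calcium channel, from 5.23 ± 0.08 to 11.76 ± 0.21 (n = 3 each, limma adjusted p of 2.44e-06). Its LFB WT/WT level was close to the array medians, so its 92.3-fold rise on the deposited scale is understated if that level was background, which was not examined. Cacna1i lies 2 places from Atf4 in the order of measured genes along their chromosome, with Rps19bp1 in between, which was picked out for this place and fell by 1.06 on the log2 scale (s.e. 0.08). Others among the 10 largest rises were the cytokine receptor Il7r, which rose by 4.32 (s.e. 0.21), the lectin Clec4d by 4.17 (s.e. 0.25), the macrophage gene Ms4a7 by 4.05 (s.e. 0.19) and the chemokine receptor Cxcr4 by 3.95 (s.e. 0.29). Leukocyte markers were 5.51-fold higher in median in the same arrays, and which cells gave the rises of Il7r, Clec4d, Ms4a7 and Cxcr4 was not tested. The largest falls were those of Angptl7, a secreted angiopoietin-like protein, by 5.70 (s.e. 0.33), Lrrn4, and Gdpd2, a phosphodiesterase, by 5.36 (s.e. 0.24). Abi3bp, a matrix protein, fell by 4.81 (s.e. 0.44).

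**Figure D4:**
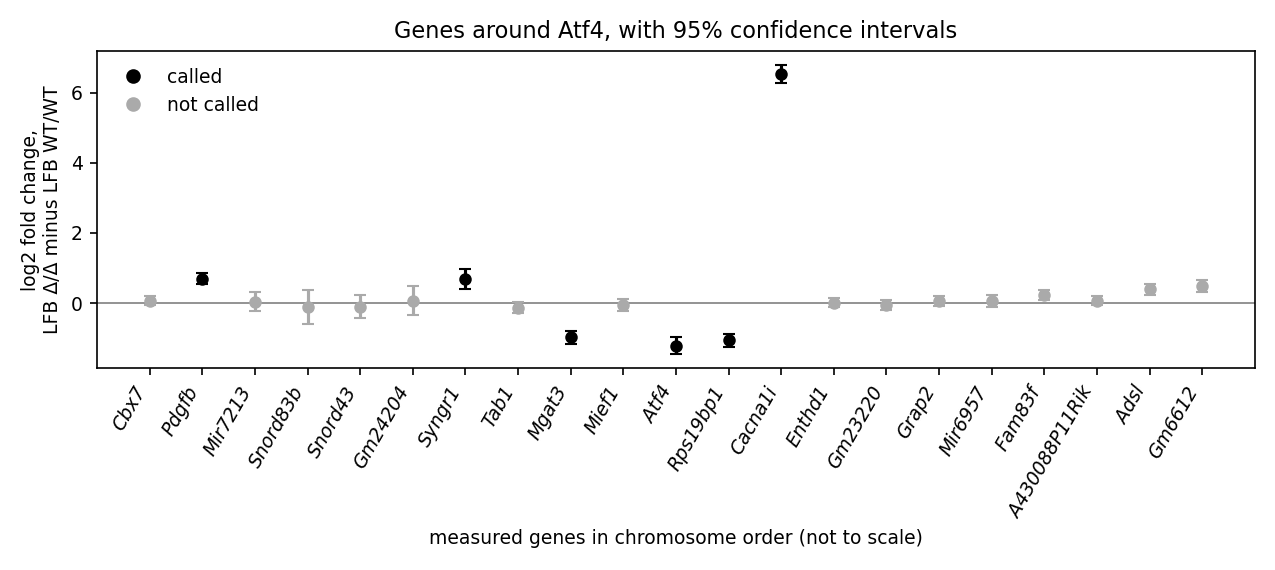
Log2 fold changes of LFBΔ/Δ against LFB WT/WT (vertical axis) with 95% confidence intervals for Atf4 and the 20 measured genes nearest to it in chromosome order (horizontal axis, not to scale), in black where the gene passed. Cacna1i stands at 6.53, and the next largest change among these neighbours is that of Rps19bp1 at −1.06.

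The study tested its enrichment on the 100 genes that fell most, and the same choice was repeated here with the fixed lists. Mesothelial markers led with 9 genes among the 100 (adjusted p of 8.55e-17, one-sided Fisher's exact test), followed by collagen chains with 6 (6.91e-08), matrix glycoproteins with 6 (1.23e-07), vascular CAF markers with 4 (6.03e-06), matrix proteases with 4 (3.34e-05) and angiogenic factors with 3 (0.00101). Collagen enzymes and lung mesenchyme genes with 2 each (adjusted p of 0.0141) and ATF4 targets with 2 (0.0271) also passed, so 9 lists passed in all. The 6 collagen genes were Col1a1, Col1a2, Col3a1, Col4a1, Col4a2 and Col6a1, the last named only through this count after its value had been seen. Col4a1 and Col4a2 are counted again among the 4 vascular CAF markers. Those for ATF4 targets were Slc1a4 and Aldh18a1, and this list no longer passed without replicate 1 of LFB WT/WT (adjusted p of 0.246) or without replicate 1 or 2 of LFBΔ/Δ (0.288 each). Collagen enzymes no longer passed without replicate 1 of LFB WT/WT (0.2) or replicate 1 or 3 of LFBΔ/Δ (0.25 and 0.187). Ranking by moderated t ended the calls of matrix glycoproteins (0.274), vascular CAF markers and collagen enzymes (0.206 each), and a background of bright genes that of ATF4 targets (0.0675).

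Differences were tested with limma on the log2 values as deposited, adjusted over all 65956 clusters. A test without pooling of the variance across clusters left 1647 clusters and 1244 named genes, and a test against a fold change of 1.5 left 887 and 692. Among the genes named above, the former ended the calls of Col1a1, Ccn3, P4ha3, Loxl3, Podn, Cd248, Tnfrsf11b, Des, Slc7a11, Phgdh, Vegfd and Krt18, and the latter those of Ccn3, Loxl3, Tnfrsf11b, Phgdh, Mthfd2, Cdh1, Krt18 and Sox9. No list passed in camera with an estimated correlation (0 of 32, with 10 at an unadjusted p under 0.05), against 21 with the preset one.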

Values the study reported

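The study reported more than 3,000 differentially expressed genes between the lung fibroblasts of both genotypes, counted at a false discovery rate of at most 0.05 and a fold change above 1.5. It ran its enrichment on the 100 genes with the strongest downregulation.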

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

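The leukocyte mean as a covariate and the most lowered genes without mesothelial markers were chosen after the results had been seen, and all other settings were planned. Of 121 called genes that were followed, 81 kept direction and call in every planned setting, and 0 changed sign in any of these. Counts of calls stayed within 1.5 times under the block, a dim-cluster filter, quantile normalisation again, median centring, a variance trend, array weights and the mean of all clusters of a gene. Without each array in turn 2663 to 3375 clusters and 1790 to 2187 genes were called. Same-numbered arrays did not deviate together (r of −0.042, −0.008 and −0.222, against −0.143 to 0.191 for unlike numbers). No pairing by number was seen, but 3 arrays per group are too few to exclude one. With the replicate number as a block 3060 clusters and 2027 genes were called, and of the lists only immediate-early genes lost their call (adjusted p of 0.0666), with the genes Sdf2l1, Pmaip1 and Gsr. Testing clusters of 1 gene only left 2109 clusters, 914 of them lower, because fewer were tested. Student's t-test, with fewer degrees of freedom, called 1647 clusters (844 higher, 803 lower) and 1244 genes (698 and 546), ending the calls of 31 of the 121 genes, Col1a1 among them (adjusted p of 0.0638). The test against a fold of 1.5 called 887 (501 and 386) and 692 (407 and 285), ending those of 32. No fold threshold gave 8542 (4229 and 4313) and 5531 (3316 and 2215). With the leukocyte mean as a covariate limma called 0 genes (0 higher, 0 lower), with 1715 at an unadjusted p under 0.05. Of the 121 genes 0 kept their call, 39 changed sign and 82 kept their sign. This mean followed genotype with r = 0.988, and the median s.e. grew from 0.162 to 0.748, so the fit cannot separate it from genotype.

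With an estimated correlation 0 lists passed. The adjusted p was 0.122 for matrix glycoproteins and ATF4 targets, 0.142 for collagen chains, collagen enzymes, matrix proteases, vascular and matrix CAF markers, inflammation, leukocyte and mesothelial markers, 0.229 for immediate-early genes, 0.246 for the study's stress signature, mural markers and interferon genes, 0.267 for one-carbon enzymes, 0.295 for NRF2 targets, 0.34 for lung mesenchyme, 0.351 for endothelial markers, 0.376 for fibroblast activation, 0.52 for tRNA synthetases and 0.556 for chaperones. The dim filter ended the calls of tRNA synthetases (0.0789), NRF2 targets (0.0526) and immediate-early genes (0.127), which also lost theirs with quantile normalisation again (0.0821) and centring (0.0688). Quantile normalisation turned the sign of Acta2 (−0.044) and of the TGF-beta list (0.976), neither of which passed. Without each array in turn the adjusted p ranged from 0.0188 to 0.0765 for tRNA synthetases, 0.0016 to 0.158 for chaperones, 0.028 to 0.0688 for immediate-early genes, 1.6e-07 to 0.849 for proliferation, 0.243 to 0.874 for glycolysis and 0.143 to 0.779 for cholesterol genes. The last 3 lists changed direction, as did Acta2 (−0.084 to 0.049) and Xist (−0.518 to 0.861). The list values without each array use the preset correlation of 0.01, where the estimated one for proliferation was 0.927. Among the most lowered genes, leaving out arrays gave 0.0141 to 0.25 for collagen enzymes, 0.0144 to 1 for fibroblast activation, 0.00141 to 0.288 for ATF4 targets and 0.0284 to 0.288 for mural markers. Taking 200 genes passed 15 lists, adding fibroblast activation (0.00237), the stress signature (0.0373), amino acid transporters (0.000195), TGF-beta (0.00209), matrix CAF (0.0225) and mural markers (0.00603). Ranking by moderated t ended collagen enzymes (0.206), matrix glycoproteins (0.274) and vascular CAF markers (0.206) and added one-carbon enzymes (0.0125) and transporters (2.22e-05), and a background of bright genes ended ATF4 targets (0.0675). Without mesothelial genes, whose own p becomes 1 by construction, the other 8 lists still passed. Apart from the causes named, the cause was not tested. Signal over background was not examined.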

Other observations

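The tests of the mesothelial list, of non-matrix mesenchyme genes with their cuts on level, of Cacna1i and of the ranking without calls in other splits were chosen after the results they bear on had been seen, and the second leukocyte set was written after the leukocyte rise was known but before the values of its own genes. Interferon-stimulated genes were higher in LFBΔ/Δ, as 9 of 29 rose, 0 fell and 20 did not pass, with the same counts adjusted over the list alone. Oas2, which senses double-stranded RNA, rose 2.80-fold, Usp18, a brake on interferon signalling, rose 2.63-fold, and Ifit3 rose 2.45-fold. The list had an adjusted p of 8.73e-09 in camera, and adjusted p = 0.246 with an estimated correlation. Of 30 inflammatory genes 12 rose and 2 fell, with the same counts adjusted over the list alone, an adjusted p of 0.000229, and adjusted p = 0.142 with an estimated correlation. Il1rn, the interleukin 1 receptor antagonist, rose 13.3-fold and Il11, a cytokine of activated fibroblasts, rose 5.65-fold (log2 change 2.50, s.e. 0.14), whereas Il33, an alarmin, fell by 2.72 on the log2 scale (s.e. 0.32). The leukocyte markers were 5.51-fold higher in median in the same arrays. Of 18 immediate-early genes 5 rose and 1 fell, with the same counts adjusted over the list alone, among them Atf3, another stress transcription factor, by 1.30 (s.e. 0.14), with an adjusted p of 0.0458 and adjusted p = 0.229 with an estimated correlation. The call of this list was lost without replicate 1 of LFB WT/WT (0.0561) and without replicates 1 and 2 of LFBΔ/Δ (0.0688 and 0.0655), each left out singly, and also with the replicate block (0.0666), the filter on dim clusters (0.127), quantile normalisation again (0.0821) and median centring (0.0688). Student's t-test ended the calls of Usp18, Ifit3 and Il33 (adjusted p of 0.0528, 0.0924 and 0.0572), and the test against a fold of 1.5 those of Usp18 and Ifit3 (0.0544 and 0.267).

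Of 22 NRF2 targets 6 rose and 1 fell, or 7 and 1 adjusted over the list alone. Hmox1, the inducible haem oxygenase, rose 2.05-fold and Slc7a11 rose 4.32-fold, while Gsta4, a glutathione transferase, fell by 1.07 on the log2 scale (s.e. 0.11). Leukocyte markers rose in the same arrays, and which cells gave the rises of Hmox1 and Slc7a11 was not tested. The adjusted p was 0.0106, and adjusted p = 0.295 with an estimated correlation, and the list did not pass after the filter on dim clusters (0.0526). Of 26 chaperones and other genes of the unfolded protein response 3 rose and 1 fell, with the same counts adjusted over the list alone. Ero1b, an oxidase of the endoplasmic reticulum, rose by 1.01 (s.e. 0.14), yet the list was lower with an adjusted p of 0.0137, and adjusted p = 0.556 with an estimated correlation, and its call was lost without replicate 1 of LFB WT/WT (0.0536) or replicate 2 of LFBΔ/Δ (0.158). Of 36 proliferation genes 1 rose, with the same count adjusted over the list alone. It was Pcna, the DNA clamp, which rose by 0.86 (s.e. 0.14), and the list had an adjusted p of 0.684. Without replicate 2 of LFBΔ/Δ the proliferation list was higher with an adjusted p of 1.6e-07, and without replicate 1 or 3 its direction was down (0.651 and 0.297). These values are from camera with its preset correlation of 0.01. Over all arrays the estimated correlation of this list was 0.927, with an adjusted p of 0.951 in camera, so its genes moved almost as 1 and the value of 1.6e-07 is far too small. Of 23 p53 targets 2 rose and 2 fell, with the same counts adjusted over the list alone, and the adjusted p was 0.237, with a median of 0.01 above 0 and a mean of −0.22 and a test below. One called gene among 24 of glycolysis and hypoxia, Eno2, fell by 0.72 (s.e. 0.10), with 1 also adjusted over the list alone and an adjusted p of 0.893, where the median of 0.06 and mean of 0.01 were above 0 and the test below. Of 19 cholesterol genes 0 passed in limma, 0 also adjusted over the list alone, with an adjusted p of 0.715, a median of −0.01 and a mean of 0.01. Student's t-test ended the calls of Hmox1, Slc7a11, Ero1b, Pcna and Eno2 (adjusted p of 0.0725, 0.0568, 0.0647, 0.0919 and 0.0577), and the test against a fold of 1.5 those of Hmox1, Gsta4 and Ero1b (0.413, 0.0748 and 0.377) and of Pcna and Eno2 (1 each).

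Leukocyte genes were higher in LFBΔ/Δ. A lower share of fibroblasts alone would raise the markers of every other cell type alike, and the mesothelial list had a median log2 change of −1.618, with its upper quartile at −0.677 against a lower quartile of 1.758 for the leukocyte list. A candidate explanation is that the LFBΔ/Δ cultures held more leukocytes. Of a second set of 40 leukocyte genes that shares none with the list, 37 were measured and 35 rose, which is 94.59%, with a median log2 change of 2.57 against 2.46 for the list. The abundant macrophage transcripts Lyz2 and Cd68 rose with them. These values measure leukocyte RNA and do not count cells, so the number of leukocytes is not settled. If there were more, whether they came with the genotype or with the isolation of these cultures stays open, since both would differ between the same arrays.

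Of 41 collagen chains 15 were lower in LFBΔ/Δ. Dilution of fibroblast RNA by RNA of other cells as the whole cause would lower other mesenchyme genes as much, and over all levels this stays undecided, with a median log2 change of −0.15 for the 41 chains, many of them dim, and of −0.309 for 39 mesenchyme genes outside the matrix. Genes were then cut by their level over all arrays and not by their change, because dim genes have no room to fall. At least 4-fold above the median cluster, 34 mesenchyme genes had a lower quartile of −0.7971 and 16 chains an upper quartile of −1.136. At 2-fold these were −0.7588 for 36 mesenchyme genes and −1.015 for 19 chains. At both cuts the expressed chains thus fell more than this panel as a set. This argues against dilution as the whole cause only as far as the panel stands for fibroblast RNA. Tcf21 (−1.287), Ddr2 (−1.323), Ptk7 (−1.356) and Nt5e (−3.049) in the panel fell about as much as the chains or more. Most of the panel did not pass, for example Twist2 (−0.133) and Foxf1 (0.238), so the gap depends on the genes chosen. The support is limited, as the mesenchyme genes and the cuts were chosen after results had been seen. Some of these mesenchyme genes, such as Acta2 and Tagln, are also in the fibroblast activation list, whose small change was known. Part of the fall could still come from dilution, as 9 of the 39 genes fell and 0 rose. A loss of mesothelial cells that make collagen cannot be told apart from a change within fibroblasts, because 3 arrays are too few to order (0 of the LFBΔ/Δ arrays had the same rank in the mesothelial mean and in the mean of the chains that fell), and an effect of the Atf4 genotype within fibroblasts stays among the open explanations.

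Cacna1i was higher in LFBΔ/Δ. A higher number of leukocytes alone would raise it no more than leukocyte genes, whose largest change in the list and the second set was 3.653 (Adgre1, upper 95% bound 4.28, at 9.91 in LFB WT/WT and so far above the array medians), against 6.27 for the lower bound of Cacna1i, whose own rise is understated if its LFB WT/WT level was background. A rise within the leukocytes stays open, as the largest change of any other called gene was 5.173 (Mmp9, upper bound 5.855), beyond the leukocyte markers. A candidate explanation is transcripts of the altered Atf4 locus that run on along the chromosome, as Cacna1i lies near Atf4. Of the other 19 genes among the 20 nearest, 4 were called and 0 changed by more than 4-fold. Such changes were rare among all 30562 named genes (213 rose and 80 fell), so 0 of 19 says little either way. The test as first written required Cacna1i to be the direct neighbour of Atf4, which was not met, since Rps19bp1 lies between and fell by 1.06 on the log2 scale, and the requirement was relaxed after this had been seen, because a transcript can pass a gene in between and the strand of these genes was not used here, so this explanation remains undecided.

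The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The genotype split gave 3199 clusters and 2079 genes in limma, and the highest other split gave 0 and 0, with 1332 to 2751 clusters at an unadjusted p under 0.05 against 16296. For lists in camera with the preset correlation the genotype split gave 21 and the other splits 3 to 14. In each of these 1 of the 10 splits, the one by genotype, gave a count as large. Each other split sets 2 arrays of a genotype and 1 of the other against the reverse and so keeps part of the genotype difference. The rest of that difference goes into the spread within its groups, which suppresses calls. Counts of 0 in the other splits were therefore to be foreseen, and the contrast with 3199 and 2079 is no measure of chance. The other splits had 0 called genes to take as most lowered, so the 100 genes with the largest fall were ranked without a call in every split. The genotype split then gave 9 lists and the highest other split 11, and 4 of the 10 splits, the genotype split included, gave at least 9. As the genotype difference enters the ranking in every split, these counts are no measure of chance for the enrichment.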
